A study of Mus musculus with 12 samples. Its data were reported in "Adipose tissue-derived microRNAs as epigenetic modulators of type 2 diabetes" (2025).

How the data were processed

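RNA of 3T3-L1 cells was sequenced for 12 samples in 4 groups of 3, which are the miR-335-5p mimic and the NT mimic at day 3 and at day 6 of differentiation. Groups and replicate numbers were taken from the labels. The labels do not say whether replicates are separate cultures or transfections, so the p-values measure the spread between these samples, which may be partly technical.

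The authors deposited a table of estimated counts per gene, with 1 column per sample and no scaling to depth. Their processing notes name HISAT2 2.2.1, RSEM 1.3.1 and the genome build mm39 without giving each a role. The annotation, strand setting and filters are not given in the sources used here, so antisense and overlapping genes, and genes with near-identical copies such as ribosomal protein genes with processed pseudogenes, are uncertain. Of the values, 3.37% were not whole numbers (tolerance 1e-06), as in expected counts, and all were rounded before testing. The table held 16414 genes by numerical identifier, of which 794 were at 0 in all libraries. The identifiers matched a mouse annotation of GRCm38.p6 for 16387 genes and not for 27. That annotation supplied symbols and 3′ UTRs only, and no coordinates are given because the builds differ. Mitochondrially encoded genes are not in the table and were not analysed here.

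Totals ran from 17.69 to 18.94 in units of 1e+06 counts, so 1 CPM corresponds to about 18 counts and genes under 1 CPM rest on few. Before averaging, libraries were compared pairwise by a chi-square statistic per degree of freedom over genes. It was 11.6 to 55.2 for the 12 pairs within a group, 3.38 to 8.93 for the 6 pairs of the same day and replicate number but different mimic, and 171 to 230 for the 36 pairs across days, so no pair looked like 1 library deposited under 2 names.

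Genes were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr by group, TMM factors, robust quasi-likelihood fit, 11703 genes tested). All 12 libraries entered 1 fit so that the groups share an estimate of the spread. Calls needed a Benjamini-Hochberg adjusted p below 0.01 within a comparison, the threshold of the study, whose own test was DESeq2. The comparisons were mimic against mimic on each day, the difference between these effects, and day 6 against day 3 under each mimic. All p-values are two-sided and intervals are at 95%. CPM are counts per 1e+06 after TMM scaling.

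Gene lists were fixed before the data were examined and tested with camera (limma 3.58.1, preset correlation 0.01, at least 5 tested members, adjusted p below 0.05 over the lists of a comparison), and again with the correlation estimated from the data. The 24 lists covered adipocyte identity, lipogenesis, lipolysis, cholesterol synthesis, glycolysis, insulin signalling, extracellular matrix, ribosomal proteins, oxidative phosphorylation, proliferation, interferon, inflammation, stress, preadipocyte, myofibroblast, and brown and beige genes, mitochondrially encoded genes (0 of them in the table), markers of 4 other cell types, a candidate list of 14 genes, and the genes it named for each day of this experiment. The last 2 are not counted among the 17 lists reported. The candidate list holds Gna12, Gga3 and 9 other putative targets of miR-335-5p that the study took from adipose tissue, Hspa13 and Ppil2, for which it lists PCR primers, and Mest, which it gives as the locus of miR-335 and not as a target. As a list, with Mest among them, the candidates stood at adjusted p = 0.952 at day 3, 0.679 at day 6 and 0.735 for differentiation under the NT mimic, with 3 rises and 4 falls there. The genes named for day 3 stood at adjusted p = 0.952 at day 3, and those named for day 6 at 0.456 at day 6. Lists in the comparisons of days were added after the data were seen.

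Named genes were set by a rule written beforehand. It took, for the mimic comparisons, the candidate list, the genes the study named for that day, the 6 largest called changes each way and the 2 called members of each list with the lowest adjusted p. For the comparisons of days it took the 5 largest each way at a mean of at least 5 CPM with no overlap of the groups, and 2 members of the adipocyte and preadipocyte lists. For the difference between days it took the 4 largest each way.

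The seed of miR-335-5p was read from the mature sequence UCAAGAGCAAUAACGAAAAAUGU, given in a file of the study for the human form of the microRNA. The sites searched were the 7-base matches GCTCTTG and CTCTTGA and the 8-base match GCTCTTGA, in the longest annotated 3′ UTR of each gene. Tested genes without an annotated UTR were left out.

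Replicate numbers were checked for pairing. Residuals of all 18 pairs of libraries that share a number correlated, at 0.485 to 0.825 within a day and 0.253 to 0.541 across days, and each of the 12 libraries was closest to one with its own number. The numbers therefore pair the samples in these data, although the labels do not say what a number marks. The common dispersion was 0.0278 without a block, 0.00833 with the replicate number as a block and 0.00262 with a block within each day.

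Alternatives planned beforehand were other scalings, no filter on low counts, DESeq2 1.42.0, an adjusted p below 0.05, the replicate block, a fit of the compared groups alone, an estimated correlation, other site classes, and leaving out each library. Added after the data were seen were the block within each day, DESeq2 with a block, and leaving out replicate number 1. The fits were tested on simulated counts for the 11703 genes with this replicate structure, with 200 genes changed in each draw. In the comparison of mimics at day 3 the fit as designed called 11.6% of genes changed 1.5 times, 55.8% of those changed 2 times and 78.5% of those changed 4 times over 5 draws, with 0 unchanged genes called. The replicate block called 38.8%, 77.3% and 87.0% with 0 unchanged genes, and the block within each day 80.9%, 90.1% and 93.0% with 25. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.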

Results

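The 12 libraries came from 3T3-L1 cells, a mouse fibroblast line that is used as a preadipocyte model because it fills with lipid after hormonal induction. The fibroblasts were transfected for 48 h with 20 nM of a miR-335-5p mimic, a synthetic RNA that acts as the mature microRNA, or with a non-targeting mimic (NT mimic). They were then induced to differentiate with insulin, a phosphodiesterase inhibitor, rosiglitazone and dexamethasone. Each mimic has 3 sequenced libraries from the day 3 time point of differentiation and 3 from day 6. Total counts per library, in units of 1e+06, lay between 17.69 and 18.94. In each, between 12731 and 13646 genes had a count above 0 after rounding. The 10 most abundant genes took 6.04% to 8.45% of the counts. Values below are means ± SD in CPM (library-scaled counts, per 1e+06) over the 3 libraries of a group (n = 3), and a log2 value is the fitted fold change.

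The day of differentiation separated the libraries on the first principal component, which held 76.1% of the variance. The second component held 12.03% and set replicate number 1 of both mimics and both days apart from replicate numbers 2 and 3. On neither component did the libraries of the 2 mimics fall into separate groups.

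**Figure D1:**
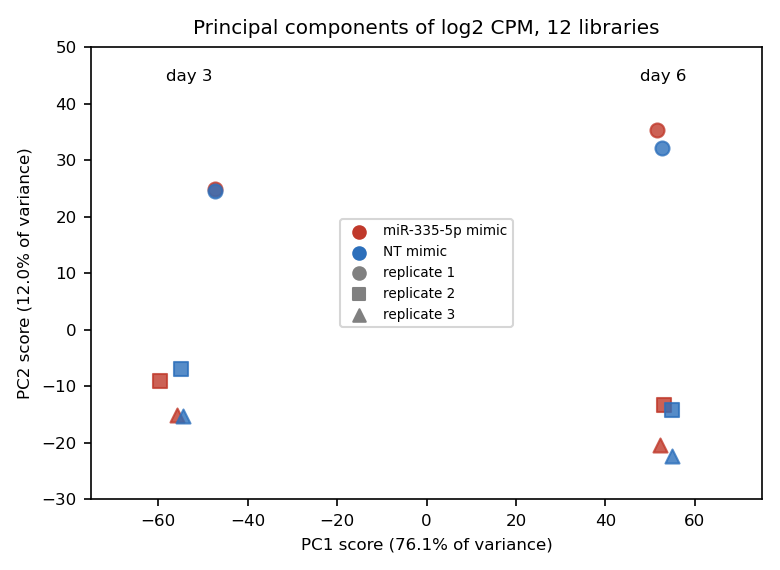
First and second principal component scores of log2 CPM for the 12 libraries, with colour for the mimic and shape for the replicate number. Day 3 lies on the left and day 6 on the right of the first component (76.1% of variance), and replicate number 1 lies above the others on the second (12.03%).

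The comparison of day 6 with day 3 under the NT mimic describes differentiation without added miR-335-5p, together with a change of medium. By the study's methods the induction mixture was given up to day 3. Insulin alone and then medium without it followed up to day 6. Time in differentiation and withdrawal of these agents therefore cannot be told apart in the comparisons of days. Of 11703 genes tested, 2206 rose and 1957 fell (edgeR quasi-likelihood test, adjusted p below 0.01). Itih4, which encodes a plasma acute-phase protein, rose from 0.408 ± 0.141 to 79.0 ± 24.3 CPM (log2 7.57, adjusted p = 8.01e-08). Gper1, an oestrogen-responsive G protein-coupled receptor, rose from 0.194 ± 0.0830 to 24.3 ± 1.15 CPM, and Acta2, smooth muscle actin, from 0.176 ± 0.102 to 14.5 ± 3.69 CPM. The other large rises were Mustn1, at 18.3 ± 10.0 CPM at day 6 against 0.0385 ± 0.0334, and Sncg, a synuclein, at 14.9 ± 10.2 against 0.0568 ± 0.0984 CPM. The day 3 levels of Gper1, Acta2, Mustn1 and Sncg rest on few counts, so no fold change is given. Retnla, a secreted resistin-like protein, fell from 87.2 ± 41.1 to 0.256 ± 0.0869 CPM (log2 -8.37, 95% interval -9.61 to -7.14, adjusted p = 8.83e-07), and Man2b1, a lysosomal mannosidase, from 2411 ± 419 to 129 ± 23.1 CPM (log2 -4.22). Zfp791, Map7d2 and Ctla2a also fell (log2 -4.44, -4.39 and -4.13). The day 3 level of Itih4 and the day 6 level of Retnla also lay under 1 CPM, so the sizes of their fold changes are uncertain.

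Fat cell marker genes went both ways between the days. Of the 21 tested genes of adipocyte identity, 8 rose and 3 fell (8 and 3 adjusted over the list alone). The rises included Cfd, which encodes the secreted adipokine adipsin, from 31.2 ± 9.43 to 656 ± 28.3 CPM (log2 4.39), and Slc2a4, the insulin-responsive glucose transporter, from 18.6 ± 1.57 to 89.7 ± 15.2 CPM (log2 2.27). The falls were Cidec and Pnpla2, which encode a lipid droplet protein and the first triglyceride lipase, and Retn, which encodes resistin. As a list these genes were higher at day 6 than other genes (camera, adjusted p = 0.0149, and 0.699 with an estimated correlation). In lipogenesis and triglyceride synthesis 4 rose and 5 fell of 22 (4 and 5 adjusted over the list alone), with Fads2, a fatty acid desaturase, up by log2 2.01 and Lpin1, a phosphatidate phosphatase, at log2 -1.41. In lipolysis and fatty acid oxidation 3 rose and 4 fell of 18 (3 and 4 adjusted over the list alone), with Cpt1a, which imports fatty acids into mitochondria, at log2 1.76 and Abhd5, the activator of the Pnpla2 lipase, at log2 -2.27. Cholesterol synthesis had 3 rises (Tm7sf2 and Sc5d among them) and 2 falls (Pmvk and Cyp51) among 23 genes (3 and 2 adjusted over the list alone). None of these last 3 lists passed the test as a list (adjusted p = 0.707, 0.642 and 0.576). The examples given here for lists other than adipocyte identity and preadipocyte were chosen after their values were seen.

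Matrix and contractile genes were higher at day 6. Among 33 extracellular matrix genes 18 rose and 5 fell (20 and 6 adjusted over the list alone), and the list was higher (adjusted p = 0.00365, and 0.630 with an estimated correlation). Sparc, a collagen-binding matrix protein, rose from 372 ± 53.7 to 1258 ± 77.4 CPM. With the replicate number as a block, the matrix list passed with an estimated correlation too (adjusted p = 0.0147). Of 9 myofibroblast and smooth muscle genes 6 rose and 1 fell (6 and 1 adjusted over the list alone), Tpm1, a tropomyosin, by log2 1.38 (adjusted p = 0.000888, and 0.224 with an estimated correlation). Of 17 preadipocyte and fibroblast genes 6 rose and 1 fell (6 and 2 adjusted over the list alone). They included S100a4, a calcium-binding protein of fibroblasts, from 7.66 ± 2.03 to 102 ± 18.5 CPM, and Pdgfrb, a growth factor receptor of mesenchymal cells, from 5.16 ± 1.83 to 94.1 ± 29.2 CPM (list adjusted p = 0.0303, and 0.689 with an estimated correlation).

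Genes of translation and energy metabolism were lower at day 6. Of 79 cytosolic ribosomal protein genes 70 fell and 0 rose (0 and 74 adjusted over the list alone), with a median log2 change of -0.71 (adjusted p = 1.81e-16, and 0.630 with an estimated correlation). Rpl36a was an example, at log2 -1.07. In nuclear-encoded oxidative phosphorylation 19 of 40 genes fell and 0 rose (0 and 19 adjusted over the list alone), among them the complex I subunit Ndufv2 at log2 -0.77 (adjusted p = 0.000389, and 0.699 with an estimated correlation). Of 18 glycolysis genes 7 fell and 1 rose (1 and 9 adjusted over the list alone), with hexokinase Hk2 down from 715 ± 56.8 to 281 ± 71.6 CPM (adjusted p = 0.0190, and 0.699 with an estimated correlation). In insulin signalling 3 rose (Irs1, Akt2 and Slc2a4) and 7 fell of 22 (3 and 8 adjusted over the list alone), and the list did not pass (adjusted p = 0.584).

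Stress and interferon response genes were higher at day 6. In the stress response list 12 rose and 1 fell of 21 (13 and 1 adjusted over the list alone), with the antioxidant enzyme Nqo1 at log2 2.43 and asparagine synthetase Asns at log2 -1.02 (adjusted p = 0.00981, and 0.427 with an estimated correlation). Of 15 interferon response genes 8 rose and 0 fell (9 and 1 adjusted over the list alone; adjusted p = 0.00250, and 0.427 with an estimated correlation). Ifit3 and Zbp1 stood at 6.75 ± 3.56 and 2.72 ± 0.769 CPM at day 6 against 0.0575 ± 0.0568 and 0.0587 ± 0.00180 CPM. Inflammatory and acute phase genes went both ways, with 3 rises (Ccl7, Ptgs2 and Csf1) and 2 falls (Nfkbia and Lcn2) of 12 (3 and 2 adjusted over the list alone; list adjusted p = 0.854). In the brown and beige list 2 rose (Ppargc1a and Cox7a1) and 1 fell (Kcnk3) of 5 (2 and 1 adjusted over the list alone; list adjusted p = 0.326). Of 25 proliferation genes 2 rose, Tyms and Mcm7 (0 and 0 adjusted over the list alone; list adjusted p = 0.742).

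Few markers of other cell types were expressed. Of the fixed macrophage, endothelial, epithelial, and skeletal muscle and bone lists only 2, 2, 3 and 3 genes passed the expression filter, too few for a list test. Cd14, a monocyte and macrophage surface receptor, rose from 0.505 ± 0.369 to 3.87 ± 0.924 CPM, and Ibsp, a bone matrix protein, from 0.153 ± 0.162 to 1.05 ± 0.596 CPM. The simple epithelial keratins Krt8 and Krt18 rose to 17.5 ± 9.98 and 10.1 ± 4.11 CPM. The calls of Ibsp, Krt8, Krt18, Tyms and Mcm7 were each lost when replicate 2 or replicate 3 of the NT mimic at day 3, or replicate 1 at day 6, was left out. In the NT mimic's fits in which a call was lost, adjusted p ran from 0.0108 to 0.0393.

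Differentiation under the miR-335-5p mimic gave similar numbers, with 2135 genes that rose and 1926 that fell (4061 in all, and 6140 by DESeq2 with the replicate block, a fit added after the data were seen). Of the edgeR calls, 1978 also rose and 1721 also fell under the NT mimic, against 402 and 322 for independent lists of those sizes, and 0 genes were called in opposite directions. The changes of the 11703 genes correlated at r = 0.959 across genes, which are not independent replicates. Mustn1 stood at 16.2 ± 5.77 against 0.0568 ± 0.0560 CPM, Itih4 at 87.6 ± 21.8 against 0.462 ± 0.137 (log2 7.54, again from under 1 CPM) and Acta2 at 13.96 ± 2.83 against 0.154 ± 0.0880. Sncg and the kinase gene Aatk were also among the 5 largest rises, at 16.1 ± 7.64 against 0.0959 ± 0.0890 and 10.9 ± 1.04 against 0.0587 ± 0.0601 CPM. Retnla stood at 0.0505 ± 0.0875 against 73.7 ± 27.5 CPM. Zfp791, Orm3, Map7d2 and Man2b1 fell (log2 -4.84, -4.76, -4.73 and -4.25). Cfd rose from 29.1 ± 6.00 to 678 ± 54.9 CPM, Slc2a4 from 20.1 ± 1.23 to 99.6 ± 7.90, S100a4 from 6.51 ± 3.15 to 92.3 ± 21.7 and Pdgfrb from 5.51 ± 2.91 to 85.8 ± 23.6. Here 8 lists differed from other genes, against 9 under the NT mimic, and glycolysis stood at adjusted p = 0.0572. With an estimated correlation 0 lists passed, the lowest adjusted p being 0.314. With the replicate block as well, extracellular matrix passed (adjusted p = 0.0248).

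At day 3 the comparison of mimics asks which transcripts the added miR-335-5p had changed. None of the 11703 genes was called (edgeR quasi-likelihood test, 0 up and 0 down), and 59 had an unadjusted p below 0.05. Chance alone would give about 585, so this fit, which leaves out the pairing of replicate numbers, is conservative. Its count of 0 does not show that the mimic changed nothing. DESeq2 also called 0, with 63 below 0.05. The study had put forward Gna12, a G protein alpha subunit, and Gga3, a Golgi sorting adaptor, as target genes. Gna12 stood at 34.4 ± 5.44 CPM with the miR-335-5p mimic and 34.5 ± 1.00 with the NT mimic (log2 -0.0034, 95% interval -0.23 to 0.23), and Gga3 at 38.0 ± 3.48 and 38.9 ± 3.97 CPM (log2 -0.034, 95% interval -0.40 to 0.33). Among the 13 genes of the candidate list other than Mest, 7 were higher and 6 lower, every 95% interval included 0 in this fit, and the lowest unadjusted p was 0.196, for Vat1 (log2 -0.13). With the block within each day the interval of Vat1 alone left out 0 (-0.14, 95% interval -0.25 to -0.028). Mest, the gene that hosts miR-335, varied more by replicate number than by mimic. Its CPM in replicates 1, 2 and 3 was 2.29, 1.02 and 0.176 with the miR-335-5p mimic and 2.67, 0.587 and 0.121 with the NT mimic.

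The 10 genes that the study named for day 3 were not called either. The study described these genes as up- or downregulated in these samples, with DESeq2 and q below 0.01. DESeq2 called 0 genes at that threshold here, and why the results differ was not tested. Higher with miR-335-5p were Scd2, a fatty acid desaturase (log2 0.10), Enpp2, which makes lysophosphatidic acid (0.24), and the matrix genes Col1a2 (0.11), Bgn (0.20) and Prg4 (0.76, 95% interval -0.52 to 2.03). Lower were Fabp5, a fatty acid carrier (-0.14), Pnpla2 (-0.066), fatty acid synthase Fasn (-0.044), the ferritin gene Fth1 (-0.15) and Aldh1a7 (-0.27, 95% interval -0.72 to 0.18). All 10 intervals included 0 in the fit as designed, and the lowest unadjusted p was 0.217. The replicate numbers pair the libraries, and 9 of the 10 genes had the same sign in all 3. With the block within each day, added after the data were seen, 5 intervals left out 0, those of Aldh1a7 (-0.30, 95% interval -0.46 to -0.15), Fth1 (-0.15), Fabp5 (-0.15), Bgn (0.20) and Prg4 (0.69). None was called over all genes, where Aldh1a7 had adjusted p = 0.254, but Aldh1a7 passed when adjusted over the list alone (adjusted p = 0.00739). These directions are those the study gave, but the genes were chosen on these samples. The adjustment over the list alone does not count that choice. The signs, intervals and list-alone values are therefore not independent evidence of a change or of its direction.

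**Figure D2:**
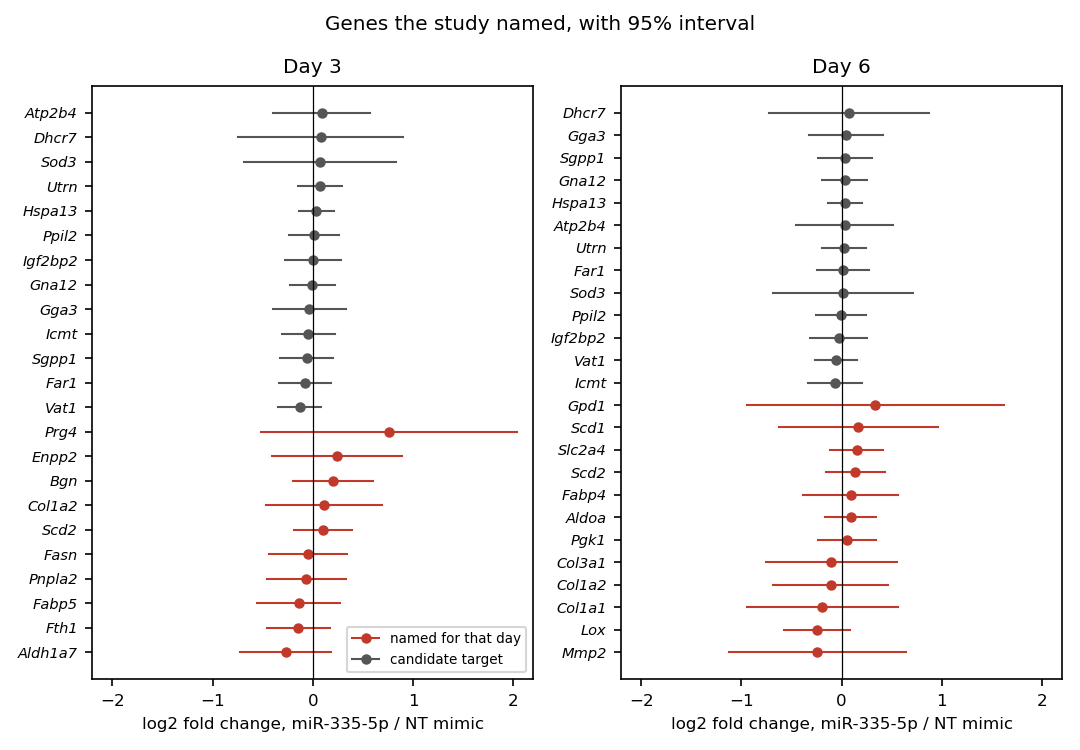
Log2 fold change of the miR-335-5p mimic over the NT mimic at day 3 (left) and day 6 (right), 3 libraries per group, for the genes the study named for that day (red) and the candidate list other than Mest (grey). Points and bars are values and 95% intervals of the fit without a replicate block, and every bar crosses 0. This fit leaves out the pairing of replicate numbers. With a block within each day, 5 intervals of the genes named for day 3 and 6 of those named for day 6 left out 0. So did that of the candidate Vat1 at day 3. The study chose the genes it named for each day on these samples.

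Among the gene lists, 74 of 79 ribosomal protein genes were lower with miR-335-5p at day 3, by a median of log2 -0.071. In nuclear-encoded oxidative phosphorylation 36 of 40 were lower, by a median of -0.059. These were the 2 lists of 17 that differed from other genes (camera with a preset correlation, adjusted p = 4.18e-08 and 8.58e-05), and with an estimated correlation adjusted p was 0.976 for both. No member of any list was called in the fit as designed, over all genes or adjusted over the list alone. In replicates 1, 2 and 3 the median difference was -0.062, -0.19 and 0.0054 for ribosomal proteins and -0.067, -0.17 and 0.029 for oxidative phosphorylation. The study described a fall of ribosomal genes on these samples, so this list too is not independent evidence. Of the others, cholesterol synthesis had 19 of 23 genes higher (adjusted p = 0.458), interferon response 11 of 15 lower (adjusted p = 0.0849), and adipocyte identity 8 of 21 higher (adjusted p = 0.952).

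With the replicate number as a block within each day, a fit added after the data were seen, 4 genes were lower with miR-335-5p at day 3 and 0 higher. They were Cyp2f2, a cytochrome P450 (log2 -0.88, adjusted p = 0.00148), Acvrl1, a receptor of the transforming growth factor family (-0.46, 0.00949), Angpt4, an angiopoietin (-0.54, 0.00949), and the gene with identifier 627914, which has no symbol here (-0.92, 0.00949). Cyp2f2 averaged 18.3 CPM with miR-335-5p and 33.3 with the NT mimic. All 4 were named after their values were seen, and none was called with 1 replicate block for both days in edgeR or DESeq2. With the block within each day 853 genes had an unadjusted p below 0.05. In simulated counts that fit called 25 unchanged genes over 5 draws. Each draw held 200 changed genes, which loosens the cutoff for an adjusted p. The 25 therefore does not say how many of the 4 calls are false. That fit called 271, 302 and 307 of the genes changed 1.5, 2 and 4 times. The 25 is thus a larger share of its simulated calls than the threshold of 0.01 allows. The fit as designed and the replicate block called 0 unchanged genes there. In this fit the cholesterol synthesis list also passed at day 3 (adjusted p = 0.00191, and adjusted p = 0.987 with an estimated correlation), with medians of 0.069, 0.095 and 0.035 in replicates 1, 2 and 3.

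At day 6 the same comparison addressed cells further into differentiation. Again 0 of 11703 genes were called by edgeR, with 21 at an unadjusted p below 0.05, and DESeq2 called 0, with 20. The 21 lies far below the 585 or so that chance would give, so the edgeR fit was conservative here too. Gna12 stood at 56.9 ± 3.06 and 55.6 ± 0.832 CPM (log2 0.032, 95% interval -0.19 to 0.26) and Gga3 at 21.0 ± 5.64 and 20.3 ± 1.01 (log2 0.044, 95% interval -0.32 to 0.41). Of the 13 genes of the candidate list other than Mest 9 were higher and 4 lower, with a lowest unadjusted p of 0.576. The 12 genes the study named for day 6 all had intervals that included 0 in the fit as designed. The study described these genes too as up- or downregulated, and reported the rise of Slc2a4 in protein as well. Higher with miR-335-5p were the desaturases Scd1 (log2 0.17) and Scd2 (0.14), glycerol-3-phosphate dehydrogenase Gpd1 (0.33, 95% interval -0.95 to 1.62), the fatty acid carrier Fabp4 (0.092), the glycolytic enzymes Aldoa (0.090) and Pgk1 (0.055), and Slc2a4 (0.15). Lower were the collagens Col1a1 (-0.19), Col1a2 (-0.11) and Col3a1 (-0.10), the collagen crosslinking enzyme Lox (-0.24, 95% interval -0.57 to 0.089) and the gelatinase Mmp2 (-0.24). Lox had the lowest unadjusted p, 0.137. Of the 12 genes 8 had the same sign in all 3 replicate numbers. With the block within each day 6 intervals left out 0, those of Lox (-0.25, 95% interval -0.37 to -0.13), Mmp2 (-0.23), Col1a1 (-0.18), Scd1 (0.17), Slc2a4 (0.16) and Scd2 (0.13). None was called over all genes, where Lox, Mmp2 and Col1a1 had adjusted p = 0.268, 0.323 and 0.448. These 3 passed when adjusted over the list alone (adjusted p = 0.00397, 0.00419 and 0.00732), which does not count how the genes were chosen. The directions are again those the study gave, on genes it chose in these samples. The signs, intervals and list-alone values are therefore not independent evidence of a change.

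By lists, 9 of 17 differed from other genes at day 6 with the preset correlation and 0 with an estimated one. Lipid genes were higher with miR-335-5p: 18 of 21 of adipocyte identity (median log2 0.10, adjusted p = 0.00289, and 0.581 with an estimated correlation), 18 of 22 of lipogenesis (0.052, adjusted p = 0.00289, and 0.414 with an estimated correlation), 16 of 18 of lipolysis and fatty acid oxidation (0.073, adjusted p = 0.00961, and 0.581 with an estimated correlation) and 22 of 23 of cholesterol synthesis (0.14, adjusted p = 0.000184, and 0.581 with an estimated correlation). Glycolysis was higher in 14 of 18 genes (adjusted p = 0.00994, and 0.591 with an estimated correlation), insulin signalling in 16 of 22 (adjusted p = 0.0418, and 0.581 with an estimated correlation) and the stress response in 17 of 21 (adjusted p = 0.00289, and 0.262 with an estimated correlation). Extracellular matrix genes were lower in 30 of 33 (median -0.12, adjusted p = 0.000326, and 0.414 with an estimated correlation), and interferon response genes in 13 of 15 (median -0.20, adjusted p = 8.14e-08, and 0.183 with an estimated correlation). With a replicate block the matrix list had adjusted p = 0.0126 with an estimated correlation, but with a block within each day that call was lost (adjusted p = 0.0526 with an estimated correlation). Cholesterol synthesis also stood at adjusted p = 0.0526 with the block within each day and an estimated correlation. The preadipocyte list, with 14 of 17 lower, moved from adjusted p = 0.0554 to 0.0315 with the replicate block (adjusted p = 0.389 with an estimated correlation). Not all replicate numbers went the same way: the median was -0.020 for adipocyte identity and -0.039 for lipolysis in replicate 3, and -0.064 for glycolysis and -0.12 for the stress response in replicate 1. For lipogenesis it was 0.084, 0.072 and 0.0017 in replicates 1, 2 and 3. It was above 0 in all 3 for cholesterol synthesis (0.080, 0.11 and 0.22) and insulin signalling (0.038, 0.079 and 0.050). It was below 0 in all 3 for extracellular matrix (-0.040, -0.12 and -0.16) and interferon response (-0.15, -0.35 and -0.17). No member of a list was called in the fit as designed, over all genes or adjusted over the list alone. The study described lipid, glycolysis and matrix genes of this kind on these samples, so these lists do not bear on direction independently. The lists of ribosomal proteins and oxidative phosphorylation stood at adjusted p = 0.679 and 0.456.

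**Figure D3:**
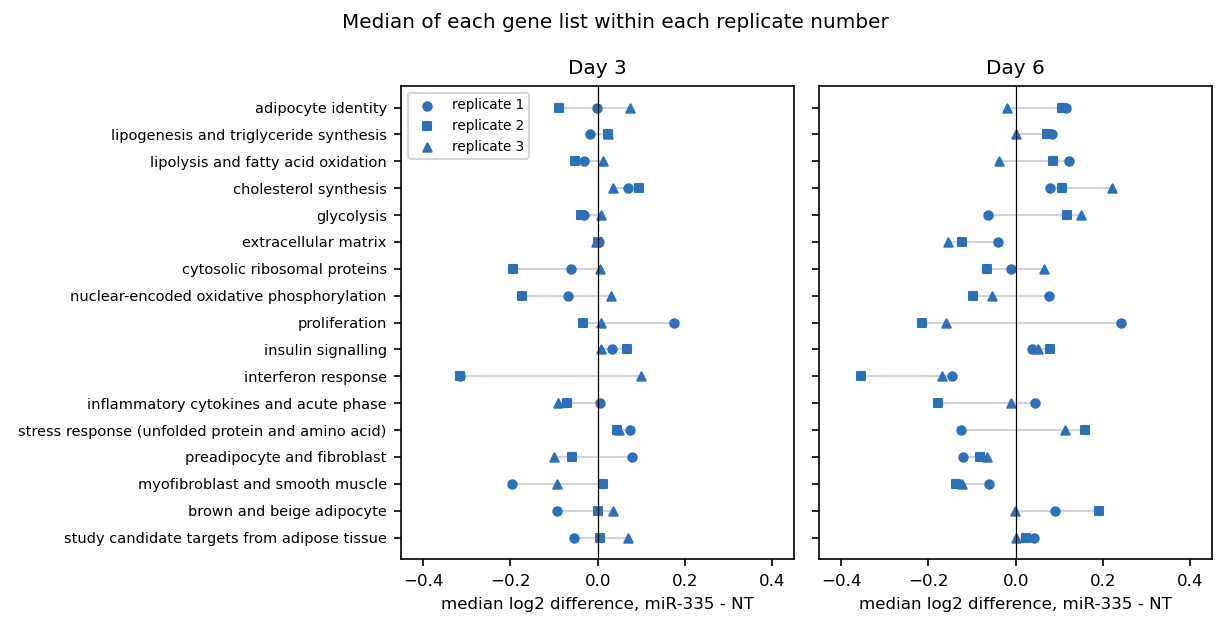
Median log2 difference between the mimics for each of 17 gene lists at day 3 (left) and day 6 (right), computed within each replicate number (shapes), with a line over the range of the 3. Ribosomal proteins at day 3 ran from -0.19 to 0.0054 and extracellular matrix at day 6 from -0.16 to -0.040.

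Whether the mimic acted differently on the 2 days was tested as the difference of its effects. No gene was called (edgeR, 0 of 11703, with 29 at an unadjusted p below 0.05, and DESeq2 0, with 30). The 29 again lies far below the 585 or so that chance would give. For 3 lists the effect at day 6 lay above that at day 3, with 75 of 79 ribosomal protein genes (median difference 0.075, adjusted p = 1.07e-06, and 0.839 with an estimated correlation), 35 of 40 oxidative phosphorylation genes (0.056, adjusted p = 0.0223, and 0.839 with an estimated correlation) and 15 of 18 glycolysis genes (0.092, adjusted p = 0.0481, and 0.839 with an estimated correlation). With a replicate block 9 lists passed with the preset correlation, among them adipocyte identity (adjusted p = 0.0309) and extracellular matrix (0.0211), and 0 with an estimated one. DESeq2 with the replicate block called Rps27 (adjusted p = 1.34e-05), chosen here after its values were seen. Its counts ran from 0 to 17 per library.

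A transfected microRNA is known to lower transcripts with matches to its seed, so genes with a GCTCTTG, CTCTTGA or GCTCTTGA site in the longest annotated 3′ UTR were set against genes without one. At day 3 the median log2 difference between mimics was 0.0065 over 2763 genes with a site and -0.0032 over 8799 without, a difference of 0.0098 (camera on the edgeR fit, p = 0.372, and p = 0.7 by exact permutation of log2 CPM over the 10 splits of the 6 libraries). At day 6 that difference was 0.0023 (camera, p = 0.746, and p = 0.9 by exact permutation). The exact test was added after the data were seen, and with 10 splits its p cannot go below 0.1. In simulated counts a planted shift of -0.1 came back as -0.0999. The simulated genes varied independently and held no difference between mimics linked to transcript length or expression. This recovery therefore checks the computation and not the power in these libraries. Of the 13 genes of the candidate list other than Mest, Igf2bp2, Icmt, Far1, Vat1 and Atp2b4 carry such a site, and Gna12 and Gga3 carry none in the UTR searched.

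The effect of the mimic was also set against the change of each gene over differentiation, which includes the change of medium between the days. Across 11703 genes the covariance with the change from day 3 to day 6 under the NT mimic was -0.0035 at day 3 (r = -0.021) and -0.024 at day 6 (r = -0.17). Both contrasts use the same NT libraries, which alone gave 0.011 and -0.0085 in 100 simulated draws with no mimic effect that keep the levels of each replicate number within each day. The excess was therefore -0.015 on both days, with an SD over replicate numbers of 0.019 at day 3 and 0.0079 at day 6. It was -0.0097 at day 3 without miR-335-5p day 3 replicate 2, -0.0097 at day 6 without NT day 6 replicate 3, and -0.0082 and -0.0081 on the 2 days over genes of at least 5 CPM. The simulated genes vary independently, so the spread of the draws understates the uncertainty.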

Values the study reported

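For 3T3-L1 fibroblasts transfected with the miR-335-5p mimic, the study reported inverse correlations between miR-335-5p and its target genes by PCR, with p = 0.049 and r² = 0.399 for Gna12 and p = 0.006 and r² = 0.623 for Gga3. The study gave these values for fibroblasts, while the sequenced libraries come from differentiating cells, so the libraries do not repeat this PCR. During differentiation the study also reported significant correlations for both genes, on days other than those sequenced. In human SGBS cells it reported lower GNA12 expression with the mimic and no significant effect for GGA3. In HeLa cells the mimic lowered luciferase activity through Gga3 binding sites by 20%, while with the Gna12 binding sites the study reported no change. In 3T3-L1 cells the study also reported more triglyceride with the mimic at day 3 and no effect at day 6. It reported higher Slc2a4 expression in RNA and in protein. Protein and triglyceride are not measured by these libraries.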

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

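The test with the replicate number as a block within each day, and the reading of the simulated share for 1.5-fold changes, were chosen only after the results were seen. The ribosomal and interferon patterns were picked out after the list results were seen, and the tests of their explanations were written before those tests were run.

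The effect of the mimic differed between the days for 3 lists. The median difference, day 6 minus day 3, was 0.0919 for glycolysis, 0.0754 for cytosolic ribosomal proteins and 0.0563 for nuclear-encoded oxidative phosphorylation (camera with preset correlation, adjusted p = 0.0481, 1.07e-06 and 0.0223, and 0.839 for each with an estimated correlation). Chance cannot be excluded, since 90 of 100 splits of the libraries within the days gave at least as many lists as the real 3. The highest other count was 12, and among 15 splits that part every pair of replicate numbers it was 8. Structure between the samples or correlation within lists above the preset one would give such counts, and which of these did was not tested. For single genes the splits say nothing, since any split gives at least the real count of 0 (100 of 100, highest other 0).

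The lower ribosomal protein genes at day 3 had a median of -0.071. Of 10000 random lists matched on expression and transcript length, 0.07% had a median as low. This share cannot decide whether short, abundant transcripts were the whole cause. The ribosomal genes varied together (estimated correlation 0.786), and the correlation between the genes of a matched list was not measured. The matched lists had a median of -0.051 (central 95% -0.061 to -0.037), so most of the size was shared with matched genes. Whether 1 replicate number carries the pattern stays open, because the median was -0.19 in replicate 2 and 0.0054 in replicate 3. An effect of the mimic stays open as well. Of the 10 splits of the day 3 libraries 9 gave at least the real 2 lists, the highest other being 9 (3 among the 4 that part every pair), and 10 splits are too few for a share under 0.05.

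The lower interferon response genes at day 6 did not rest on 1 replicate number, as the medians were -0.15, -0.35 and -0.17 and the one nearest 0 was -0.146. Low counts may account for part of the size. The 6 of 15 members with at least 5 CPM had a median of -0.0896, against -0.20 for all 15. An effect of the mimic remains open. Of the 10 splits of the day 6 libraries 4 gave at least the real 9 lists, with a highest other of 12 (6 among those that part every pair), and 10 splits are too few for a share under 0.05.

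That no gene was called for the mimic was weighed against 3 explanations. Whether differences between cultures that follow the replicate number hid an effect stays open: a block within each day called 4 genes at day 3 and 0 at day 6, with 853 and 593 at an unadjusted p below 0.05 where chance gives about 585. A lowering of seed-site transcripts by more than the bound set for day 3 (0.02 on the log2 scale) was not seen. The difference was 0.00976 in the fit as designed. It cannot exclude such a lowering, because it has no interval and ran from -0.0035 to 0.018 without 1 library. By exact permutation of log2 CPM p was 0.7. A lowering of either size therefore stays open. In the fit with a block within each day the difference lay above 0 (0.0090 at day 3 and 0.0026 at day 6), while both seed words lay on the low side of all 7-base words, GCTCTTG at the 9.89 percentile at day 3 and 5.95 at day 6 and CTCTTGA at 5.68 and 1.71. The ranking of words was adjusted for UTR length, GC content and mean expression. The difference of medians was not, so the 2 are unlike measures. The seed words share the bases CTCTTG, so their ranks are not independent of each other. Changes too small for 3 libraries per group cannot be told apart from no change. The bound written beforehand counted 55.8% of 2-fold changes called as evidence against this, but it covered that size alone, 11.6% of 1.5-fold changes were called, and a share from simulated settings excludes nothing. Other splits say nothing here, since any split gives at least the real count of 0 genes (10 of 10 on both days, highest other 0).

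For differentiation, 1 of 10 splits gave as many genes as the real 4163 under the NT mimic and 1 of 10 as many as the real 4061 under the miR-335-5p mimic, the highest other being 0 in each. The 10 splits are too few for a share under 0.05. No group had the 4 libraries that a test for a single deviating library needs.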

How the results depend on the processing

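The block within each day, DESeq2 with the replicate block and leaving out replicate number 1 were chosen after the data were seen. Counts of genes called between days ran from 3135 to 6108 under the NT mimic and from 3058 to 6140 under the miR-335-5p mimic over the alternatives. Only the 6140, with DESeq2 and the replicate block, lay more than 1.5 times away from the count as designed. At an adjusted p below 0.01 counts for the mimic were 0 at each day and for the difference under the alternatives run, except 4 genes at day 3 with the replicate block within each day and 1 gene for the difference with DESeq2 and the replicate block. At an adjusted p below 0.05 they were 0 in the fit as designed, and 8, 3 and 1 with the block within each day. At day 3 an estimated correlation left 0 lists in place of 2. There leaving out 1 library gave 1 to 8 lists: 8 without miR-335-5p replicate 3, and 6, 1 and 4 without NT replicates 1, 2 and 3. At day 6 it left 0 in place of 9, and leaving out 1 library gave 3 to 13, with 6 and 13 without miR-335-5p replicates 1 and 3 and 3 without NT replicate 2 or 3. For the difference it left 0 in place of 3, no filter left 1, and the replicate block gave 9, as did the block within each day. Leaving out 1 library gave 1 to 9 there, with 1 without NT replicate 2 of either day, 6 without NT replicate 3 of day 3, 7 without miR-335-5p replicate 2 of day 6, and 9 without miR-335-5p replicate 3 or NT replicate 1 of day 6. The seed-site difference with 8mer sites alone was -0.0017 at day 3 and -0.0044 at day 6 (camera, p = 0.782 and 0.611, and p = 0.8 and 1 by exact permutation). Without 1 library it ran from -0.0035 (miR-335-5p replicate 2 left out) to 0.018 at day 3 and from -0.0092 to 0.023 at day 6, where leaving out miR-335-5p replicate 2 or 3 or NT replicate 1 turned its sign (-0.0092, -0.0016 and -0.0071). The cause of these changes was not tested, except that fewer libraries widen the spread. The excess covariance along differentiation stayed below 0 under the alternatives run, but moved from -0.015 to -0.0097 at day 3 without miR-335-5p day 3 replicate 2 and at day 6 without NT day 6 replicate 3, and to -0.0082 and -0.0081 at 5 CPM or more. Of 1655 values for 146 named results, 39 lost their call without 1 library and 4 with the compared groups alone, all for Ibsp, Krt8, Krt18, Tyms or Mcm7, and 0 called values changed sign. Of 600 values that were never called, 67 changed sign, which was not counted as a reversal. With the replicate block and the preset correlation, the genes named for day 3 gained a call in the day 6 comparison of mimics (adjusted p = 0.122 to 0.0302, and 0.372 with an estimated correlation). Those named for day 6 gained one between days under the NT mimic (0.0956 to 0.000556, and 0.0579 estimated) and the miR-335-5p mimic (0.0725 to 0.000550, and 0.0646 estimated). The edgeR replicate block raised the genes called between days to 6069 under the NT mimic and 6042 under the miR-335-5p mimic. Apart from these, the results above and the account of lists, the replicate block changed no call of a list or a named gene. Depth limits genes under 1 CPM, where a handful of counts sets the level.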

Other observations

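At the level of 7-base words, both seed matches of miR-335-5p ranked on the low side of 16226 words. The fit was the one with a block within each day, which was chosen after the data were seen. Words were ranked by the difference between genes with and without the word, divided by its standard error. That difference was adjusted for the length and GC content of the UTR and for mean expression. At day 3 GCTCTTG ranked 1604 and CTCTTGA 921. At day 6 GCTCTTG ranked 965 and CTCTTGA 277, with an adjusted mean difference of -0.0073 on the log2 scale for the last. These words share the bases CTCTTG, so their ranks are not independent of each other. The standard error treats genes as independent.

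In the same fit at the looser adjusted p below 0.05, 8 genes passed at day 3, 3 at day 6 and 1 for the difference between days, all named after their values were seen. Beyond the 4 genes at day 3 these were Olr1, a receptor for oxidised lipoprotein (log2 -0.74), Cdo1, which breaks down cysteine (-0.34), and the matrix protein gene Prelp (-0.54), which were lower with miR-335-5p, and the kinase gene Map3k3 (0.29), which was higher. At day 6 they were the histone gene H2bc23 (-1.39), Sned1 (-0.45) and again Cyp2f2 (-0.56, adjusted p = 0.0431). H2bc23 averaged only 1.60 CPM with miR-335-5p and 4.10 with the NT mimic at day 6. It stood at 0.35 CPM in miR-335-5p replicate 1, so its fold change rests on few counts. For the difference it was the gene with identifier 627914 (1.12, adjusted p = 0.0373). Cyp2f2 was lower with miR-335-5p than with the NT mimic in each replicate number on both days. With DESeq2 and the replicate block its adjusted p at day 3 was 0.536.

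Mest differed by replicate number at day 6 too. Its CPM in replicates 1, 2 and 3 was 19.2, 4.49 and 1.61 with the miR-335-5p mimic and 16.5, 4.92 and 1.44 with the NT mimic.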
